# Transcript profiling of *crown rootless1 *mutant stem base reveals new elements associated with crown root development in rice

**DOI:** 10.1186/1471-2164-12-387

**Published:** 2011-08-01

**Authors:** Yoan Coudert, Martine Bès, Thi Van Anh Le, Martial Pré, Emmanuel Guiderdoni, Pascal Gantet

## Abstract

**Background:**

In rice, the major part of the post-embryonic root system is made of stem-derived roots named crown roots (CR). Among the few characterized rice mutants affected in root development, *crown rootless1 *mutant is unable to initiate crown root primordia. *CROWN ROOTLESS1 *(*CRL1*) is induced by auxin and encodes an AS2/LOB-domain transcription factor that acts upstream of the gene regulatory network controlling CR development.

**Results:**

To identify genes involved in CR development, we compared global gene expression profile in stem bases of *crl1 *mutant and wild-type (WT) plants. Our analysis revealed that 250 and 236 genes are down- and up-regulated respectively in the *crl1 *mutant. Auxin induces *CRL1 *expression and consequently it is expected that auxin also alters the expression of genes that are early regulated by CRL1. To identify genes under the early control of CRL1, we monitored the expression kinetics of a selected subset of genes, mainly chosen among those exhibiting differential expression, in *crl1 *and WT following exogenous auxin treatment. This analysis revealed that most of these genes, mainly related to hormone, water and nutrient, development and homeostasis, were likely not regulated directly by CRL1. We hypothesized that the differential expression for these genes observed in the *crl1 *mutant is likely a consequence of the absence of CR formation. Otherwise, three *CRL1-*dependent auxin-responsive genes: *FSM (FLATENNED SHOOT MERISTEM)/FAS1 (FASCIATA1), GTE4 (GENERAL TRANSCRIPTION FACTOR GROUP E4) *and *MAP *(*MICROTUBULE-ASSOCIATED PROTEIN*) were identified. *FSM/FAS1 *and *GTE4 *are known in rice and *Arabidopsis *to be involved in the maintenance of root meristem through chromatin remodelling and cell cycle regulation respectively.

**Conclusion:**

Our data showed that the differential regulation of most genes in *crl1 *versus WT may be an indirect consequence of *CRL1 *inactivation resulting from the absence of CR in the *crl1 *mutant. Nevertheless some genes, *FAS1/FSM*, *GTE4 *and *MAP*, require *CRL1 *to be induced by auxin suggesting that they are likely directly regulated by CRL1. These genes have a function related to polarized cell growth, cell cycle regulation or chromatin remodelling. This suggests that these genes are controlled by CRL1 and involved in CR initiation in rice.

## Background

Molecular mechanisms underlying initiation of new roots have been extensively studied in the plant model *Arabidopsis thaliana (Arabidopsis) *(for a recent review see [1]). In the embryonic primary root of *Arabidopsis*, new root meristems derive from pericycle founder cells. These meristems give rise to post-embryonic roots named lateral roots (LR). Several genes related to auxin, involved in the mitotic competence of pericycle cells, in LR primordia initiation, patterning and LR emergence have been identified [2-7]. In cereals, the major part of the root system is made of post-embryonic stem-derived roots named crown roots (CR). Rice (*Oryza sativa *L.) is a relevant model to study the genetic control of CR development [8]. To date only a few rice mutants with less or no crown root have been identified. One of those is altered in *CRL4 (CROWN ROOTLESS4)/OsGNOM1 *that encodes an ARF-GEF (ADP-RIBOSYLATION FACTOR-GUANIDINE EXCHANGE FACTOR) [9,10] and is homologous to *Arabidopsis AtGNOM1 *[5]. AtGNOM1 regulates the intracellular traffic of PIN1 (PINFORMED1) auxin efflux carrier proteins [11], and by consequence modulates polar auxin transport involved in cell division events leading to the differentiation of LR meristem [1]. The study of the *crl4/Osgnom1 *mutant in rice suggested that OsPIN may regulate polarised auxin transport that controls the first divisions of the ground meristem, the tissue giving birth to CR [9,10]. Two other mutants named *adventitious rootless1 (arl1) *and *crown rootless1 *(*crl1*) are devoid of crown root [12,13]. They are both affected in the *ARL1/CRL1 *gene (referred as *CRL1 *hereafter) that encodes an AS2/LOB (ASYMMETRIC LEAVES2/LATERAL ORGAN BOUNDARIES)-domain transcription factor [14]. *CRL1 *is expressed in parenchyma cells adjacent to the peripheral vascular cylinder of the stem that is the area of CR initiation [12]. *CRL1 *expression is induced by auxin likely via direct binding of an ARF (AUXIN RESPONSE FACTOR) transcription factor (TF) to its promoter [12]. *CRL1 *is homologous to *Arabidopsis LBD16 *(*LATERAL ORGAN BOUNDARIES-DOMAIN PROTEIN 16*) and *LBD29 *that are directly induced by auxin via ARF7 and ARF19 and necessary for lateral root initiation [15].

The absence of CR primordia in *crl1 *mutant suggests that the CRL1 transcription factor acts upstream of the gene regulatory network that control the early steps of CR primordia differentiation. In order to identify genes involved in this process, we compared global gene expression profiles in stem bases of *crl1 *and wild-type (WT) plants, using rice expression arrays (Affymetrix). We identified 486 genes differentially expressed in the *crl1 *mutant. To arrange molecular events downstream of auxin and *CRL1*, we analysed expression kinetics of a selected subset of 47 genes in response to auxin treatment in *crl1 *and WT. This allowed to identify 3 *CRL1-*dependent auxin responsive genes. Two of them or their orthologues in *A. thaliana*, *FSM (FLATENNED SHOOT MERISTEM)/FAS1 (FASCIATA1) and GTE4 (GENERAL TRANSCRIPTION FACTOR GROUP E4) *were already reported to be involved in chromatin remodelling and to affect shoot and root development, meristem differentiation and functioning. The third one encodes a MAP (MICROTUBULE-ASSOCIATED PROTEIN) that may be involved in the control of cell division. Our results support the conclusion that these genes, and the related biological processes, are likely involved in crown root differentiation and are under the control of CRL1.

## Methods

### Plant material and growth conditions

Hulled seeds of wild-type and *crl1 *mutant rice (*Oryza sativa *cultivar Taichung 65) were disinfected and inoculated under sterile conditions in square Petri dishes (Corning, NY, USA) containing half strength Murashige and Skoog (MS) medium (Duchefa Biochemie B.V., The Netherlands) and 0,8% agar type II (Sigma, MO, USA) and were incubated in a vertical position at 26°C and under a 12 h light/12 h dark photoperiod. Stem bases used for transcriptome analysis were collected from 7 day-old plantlets. For auxin treatment, seven day-old axenic seedlings were transferred in flasks containing half strength MS liquid medium, the culture medium was supplemented with 10^-6^M indole acetic acid (IAA) (Sigma) one day after transfer. The *crl1 *mutant is a kind gift of Pr. Makoto Matsuoka (Nagoya University, Japan) [12].

### RNA extraction and preparation

For each biological replicate, twenty stem bases (Figure 1) were collected and immediately frozen in liquid nitrogen. RNA were extracted with Plant RNeasy (Qiagen, The Nederlands) and treated on column with Dnase (Qiagen). They were quantified with a NanoQuant at 260 nm wavelength and analysed for quality on a BioAnalyzer 2100 (Agilent, CA, USA). 200 ng of total RNA were used for a single amplification. Antisense RNA strand were then biotynilated according the Affymetrix (Affymetrix, CA, USA) IVT Express protocol.

**Figure 1:**
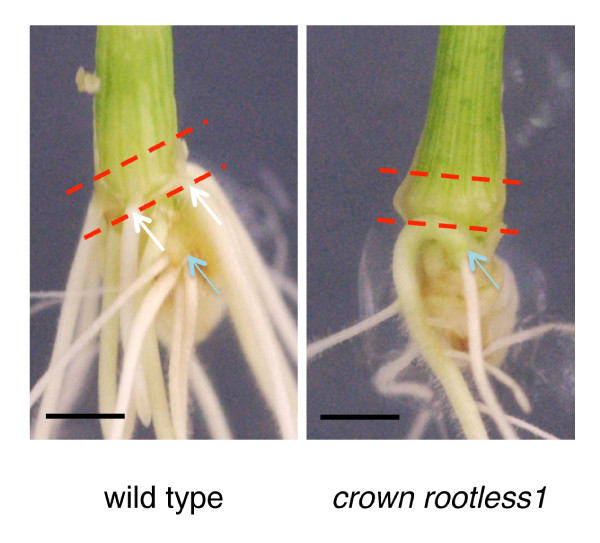
**Portion of stem base collected for transcriptome analysis**. Stem bases of wild type (WT) and *crown rootless1 *(*crl1*) mutant. White arrows show post-embryonic crown roots. Blue arrow shows emergence point of embryonic seminal root. Red dashed lines delimit sampled zone where CR initiate in WT. Scale bar, 4 mm.

### Array hybridisation and analysis

All steps were performed according manufacturer's instructions (Affymetrix, CA, USA) unless otherwise stated. Equipments were provided by Affymetrix company. Twelve μg of biotin-labelled antisens RNAs were fragmented and hybridized to *GeneChip Rice Genome Arrays *(Affymetrix) for 16 h at 45°C and 60 rpm in a *Hybridisation Oven 645*. Arrays were washed, labelled with phycoerythrin on the *Fluidic Station 450 *and read with the *Scanner 3000 7G*. Data acquisition was done with the *GeneChip Command Console*. Array pictures were analysed with MAS5 algorithm of the Expression Console software (Affymetrix). Default parameters were applied, global scaling method was used to normalise data (TGT value set at 100). A comparative analysis was carried out for each biological replicate with MAS5 algorithm in the GeneChip Operating software (Affymetrix). Probes with a "Present" Detection Call were kept for subsequent analysis, "Absent" or "Marginal" were rejected. The three biological replicates were compared. Expression of a gene was considered as differentially increased or decreased when its signal ratio was consistently superior to 2 or lower than 0,5 respectively with a p-value P ≤ 0.01 in the three replicates. Orygenes Database http://orygenesdb.cirad.fr/ [16] was used to retrieve gene annotation in rice and in *Arabidopsis *corresponding to selected Affymetrix probes. Microarray data obtained in this study are available in the gene expression omnibus (GEO) database under the reference GSE30818.

### RT-qPCR (Reverse Transcription-quantitative Polymerase Chain Reaction)

cDNA synthesis was performed using RQ DNase I-treated total RNA preparations (see above) and SuperScript III reverse transcriptase kit (Invitrogen). Relative transcript abundance of selected genes (See Additional file 1, Table S1) was determined using the Roche LightCycler 480 system and the LC480 SYBR Green I Master kit (Roche Applied Sciences). The range of primer efficiencies observed for the couples of primers used was comprised between 1.77 and 2. Measurements were taken for three or four biologically independent sets of samples. A technical replicate was performed for each replicate. Expression level of EXP (*Os06g11070*) reference gene was used to normalize gene expression level between the different timepoints [17]. We verified that both in *crl1 *mutant and WT, the *Ct *value of the EXP gene remained stable at different times after auxin treatment and was comprised for different independent biological and technical repetition of the experiment between 27.5 and 29. In addition, LightCycler melting curves were obtained for the reactions, revealing single peak melting curves for all amplification products. The amplification data were analysed using the second derivative maximum method, and resulting Cp values were converted into relative expression values using the comparative Ct method [18]. Mean values of expression levels obtained from different biological repetitions were statistically compared using a Student's t-test.

## Results and discussion

### Transcript profiling of *crownrootless1 *stem base

Total RNAs were extracted from WT and *crl1 *stem bases of 7 day-old seedlings. The sampled zone was located just above the zone of emergence of CR in the WT, which correspond to the zone where CR primordia differentiate (Figure 1). RNAs were amplified, labelled and hybridised on GeneChip Rice Genome Arrays (Affymetrix). 

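Stem bases, the tissue in which crown root primordia form, were pooled by 20 for each replicate from 7-day-old WT seedlings and from seedlings of *crl1*, a mutant without crown roots, and 200 ng of total RNA per pool was amplified. The data are 6 GeneChip Rice Genome Arrays, 3 of WT and 3 of *crl1*, with the arrays numbered 1 to 3 in both genotypes. The deposited values are linear probe-set signals that the authors summarised with MAS5 and scaled on each array to a target of 100. The median signal was 15.2, 15.7 and 12.7 in WT replicates 1 to 3 and 16.0, 16.6 and 12.5 in *crl1* replicates 1 to 3, and the highest was 16698, 15946 and 5201 in WT and 18060, 18869 and 5761 in *crl1*, so that replicate 3 of both genotypes had the lowest maximum. Of 57258 probe sets other than controls, 25045 (43.7%) had a geometric mean signal of at least 20 and were tested. Of these, 17524 are paired with 1 gene each, 15040 genes in all, in the probe table used here. *crl1* was compared with WT by limma on the log2 signal with the replicate number as a block, because the study compared the genotypes replicate by replicate. WT and *crl1* arrays of the same number also deviated together (correlation of their deviations 0.39, 0.451 and 0.747 for replicates 1, 2 and 3). Between arrays of different numbers the correlation was at most 0.232.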

Transcript profiling of three independent biological replicates obtained from WT and *crl1 *were compared. Only genes exhibiting a significant induction or repression in the three replicates were selected for further analysis. We identified 250 and 236 genes down- and up-regulated respectively at least twofold in the *crl1 *mutant (p-value, P ≤ 0.01). 

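In *crl1* stem bases 51 probe sets were higher and 112 lower than in WT (n = 3 arrays per genotype, limma adjusted p under 0.05), and 20 and 75 of these changed at least 2-fold. *GER3*, of the germin-like proteins, fell from a signal of 105 ± 39.8 (mean ± SD, n = 3) in WT to 30.1 ± 11.0 in *crl1*, a log2 fold change of -1.80 (standard error 0.19, limma adjusted p = 0.00548). The chitinase genes *Cht11* and *Cht1*, whose products cut chitin of fungal walls, fell by 1.52 and 1.25 on the log2 scale (standard errors 0.21 and 0.17, limma adjusted p = 0.0166 and 0.0148), and *Nrat1*, an aluminium transporter, went from 183 ± 92.2 to 75.0 ± 18.3 (log2 fold change -1.20, standard error 0.17, limma adjusted p = 0.0198). *SAT5*, a serine acetyltransferase of cysteine synthesis, rose from 219 ± 18.5 to 399 ± 41.4 (log2 fold change 0.86, standard error 0.12, limma adjusted p = 0.0198), and a probe set of another chitinase gene, *Cht3*, rose from 140 ± 62.8 to 248 ± 125 (0.78, standard error 0.13, limma adjusted p = 0.0408). All 3 replicate pairs moved the same way for each of these genes. A brighter probe set of *Cht3* stood at 0.82 without passing (standard error 0.21, limma adjusted p = 0.175), and the call of *Cht3* ended without the signal minimum (0.0503), without replicates 1 and 3 (0.0552 and 0.222) and as the mean over its probe sets (0.0609, range over the alternatives 0.02 to 1). The mean over the probe sets of *SAT5* had a log2 fold change of 0.37 and did not pass (limma adjusted p = 0.279, range over the alternatives 0.0135 to 0.397). Among changed probe sets paired with 1 gene, the 2 largest changes in each direction belonged to genes that carry only a locus number, named here after their values were seen: LOC4340344 fell from 1165 ± 105 to 48.9 ± 16.0 (log2 fold change -4.62, standard error 0.16, limma adjusted p = 6.14e-06) and LOC4339414 from 384 ± 115 to 16.1 ± 5.08 (-4.59, standard error 0.26, limma adjusted p = 9.45e-05; -3.62 with a pseudocount of 16). Of the higher ones LOC4342393 rose from 14.4 ± 11.4 to 86.9 ± 48.8 (2.73, standard error 0.28, limma adjusted p = 0.00491; 1.72 with a pseudocount of 16) and LOC4347693 from 48.8 ± 25.4 to 171 ± 30.0 (1.92, standard error 0.20, limma adjusted p = 0.00491). The mean signals of LOC4339414 in *crl1* and of LOC4342393 in WT lay under 20, so that the size of these 2 changes rests on a weak signal.
With the ratio of *crl1* to WT required to pass 2 or 0.5 in all 3 replicate pairs, 13 probe sets were higher and 44 lower, each with an unadjusted limma p of at most 0.01, and 11 and 39 of them also had an adjusted p under 0.05. Without the signal minimum 613 were higher and 570 lower past the ratio, 88 and 118 of them with that p. A minimum of 50 left 7 higher and 22 lower. The paper applied its 2-fold limit within each replicate, took the genes that passed in all of them as regulated in the mutant, and then tested a subset, selected for regulation in the mutant, molecular function or a putative role in development, for a place downstream of *CRL1*. Without the replicate block 1 probe set was higher and 4 lower (limma adjusted p under 0.05), and without the mean-variance trend limma called 0 (2298 at an unadjusted p under 0.05). All 12 changed genes with an informative name lost their call in both fits, as did LOC4342393 and LOC4347693, while LOC4340344 and LOC4339414 lost theirs only without the trend. The numbers higher and lower were 135 and 241 without replicate 1 and 115 and 94 without replicate 2, and those changed at least 2-fold were 40 and 122 and 44 and 53. Those past the ratio with an unadjusted p of at most 0.01 were 26 and 76, 50 and 58, and 39 and 84 without replicates 1, 2 and 3. In these counts the ratio had to hold only in the remaining pairs, a weaker rule than in all 3.

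**Figure D1:**
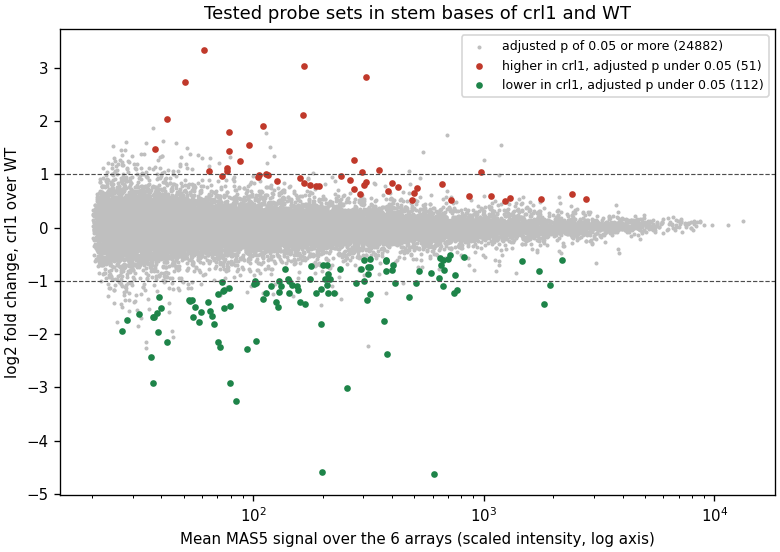
Mean signal over the 6 arrays (horizontal, log axis) against the log2 fold change of *crl1* over WT from limma (vertical) for each of the 25045 tested probe sets (n = 3 arrays per genotype). Red points were higher and green points lower in *crl1* with a limma adjusted p under 0.05, grey points did not pass, and dashed lines mark a 2-fold change.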

In both groups, about 200 genes were differentially regulated less than 5-fold on average. About 10% of the genes were differentially regulated more than 5-fold in *crownrootless1 *relative to wild-type (Figure 2A). 

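Of the 57 probe sets past the ratio in all 3 replicate pairs, 12 had a mean fold change over 5, or 21.1% (95% exact binomial interval 11.4 to 33.9%), 4 of the 13 higher and 8 of the 44 lower in *crl1*. The other 45, 9 higher and 36 lower, changed 5-fold or less. LOC4340344 had the largest mean fold, 24.6-fold lower in *crl1*, and the largest mean fold among the probe sets higher in *crl1* was 10.1. The latter depended on the settings, at 6.05 with a pseudocount of 16 and 28.1 without a signal minimum. In 20 of the 57 the mean signal of the dimmer genotype lay under 20, where the size of a ratio rests on a weak signal. The share over 5-fold was 71.4% without a signal minimum, 38.9% when the ratio had to hold in all 9 pairs of arrays, and 11.8% and 13.8% without replicates 1 and 3. With a replicate left out, the ratio had to hold only in the remaining pairs. The binomial interval takes the 57 probe sets as independent, though they come from the same arrays. It does not cover the spread over these settings.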

Genes were annotated automatically with function prediction in rice and *Arabidopsis *and categorised manually according to their putative molecular function (Figure 2B). About one third of differentially regulated genes had no predicted function and about one quarter was involved in metabolism. 

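*CKS1*, a subunit that binds cyclin-dependent kinases in the cell cycle, fell from a signal of 973 ± 248 (mean ± SD, n = 3) in WT to 526 ± 128 in *crl1* (log2 fold change -0.88, standard error 0.09, limma adjusted p = 0.00475). It was the only one of 47 genes of the cell cycle and DNA replication to pass the test (5 at an unadjusted limma p under 0.05), and 33 of the 47 had a negative log2 fold change. The replication protein A subunits *RPA32* and *RPA70B*, which bind single-stranded DNA, had log2 fold changes of -0.42 each (standard errors 0.10 and 0.12, limma adjusted p = 0.133 and 0.226). Among 6 histone genes none passed (limma, the smallest adjusted p being 0.15, 1 at an unadjusted p under 0.05), and *CENH3*, the histone of centromeres, had a log2 fold change of -0.42 (standard error 0.10). Of 44 kinesin and tubulin genes, 33 had a negative log2 fold change and none passed (1 at an unadjusted p under 0.05), for example *TUB7*, a tubulin of microtubules, at -0.19 (standard error 0.08, limma adjusted p = 0.502). As groups, limma's camera gave an adjusted p of 0.167 for the cell cycle and DNA replication (median log2 fold change -0.06), 0.725 for the histones (-0.05) and 0.38 for kinesins and tubulins (-0.07). Without replicate 2 the adjusted p was 0.000244 for the cell cycle genes (range over the alternatives 0.000244 to 0.998) and 0.000344 for kinesins and tubulins (0.000344 to 0.998). With all replicates, camera gave an adjusted p of 0.998 for each of these 2 lists with an estimated correlation, and fry gave 0.733 and 0.896. Camera with an estimated correlation has few degrees of freedom with 6 arrays, so it could hardly have called any list.
Among genes of signal transduction and transcription, *CIPK23*, a kinase that responds to calcium sensors, had a log2 fold change of -0.35 (standard error 0.10, limma adjusted p = 0.268) and *CPK21*, a calcium-dependent kinase, of 0.76 (standard error 0.27, limma adjusted p = 0.374; 1.23 and 0.0234 without replicate 2, range of the adjusted p 0.0234 to 1). None of 62 calcium signalling genes or 44 C3H zinc finger genes passed (6 and 4 at an unadjusted limma p under 0.05), and the median log2 fold changes of these groups were -0.00381 and -0.02 (camera adjusted p = 0.997 for each). *C3H39*, of the zinc fingers, stood at 0.53 (standard error 0.18, limma adjusted p = 0.351). Of 12 WRKY and chitinase genes, which take part in defence, *Cht1* and *Cht11* fell and 10 did not pass (6 of the 12 at an unadjusted limma p under 0.05), among them *CHT2* at -0.78 (standard error 0.16, limma adjusted p = 0.0753) and *Cht3*, which the list takes through its brighter probe set, and the group gave a camera adjusted p of 0.634. The 23 ribosomal protein genes and 18 proteasome genes had medians of -0.0086 and -0.02 (camera adjusted p = 0.997 for each), with *RPL27* at -0.20 (standard error 0.12) and *PBC1* at -0.13 (standard error 0.09), and none passed (0 in each group at an unadjusted limma p under 0.05). The manual categories of Figure 2B are not used here, because the deposited values come without them.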

Most of the up-regulated genes in *crl1 *(UPIC) fell into transduction, transcription factor and cell cycle/DNA categories whereas down-regulated genes in *crl1 *(DOIC) were rather distributed in transduction, post-translation/proteolysis and transport categories (Figure 2B).

**Figure 2:**
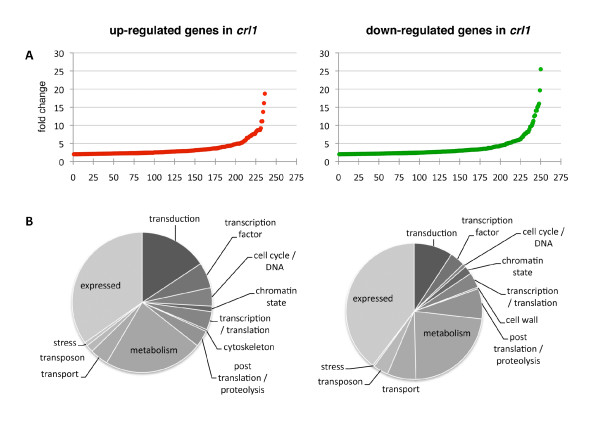
**Transcript profiling of stem bases of *crl1 *mutant**. (A) Fold change of each of the 236 up-regulated and 250 down-regulated genes in the stem bases of *crl1 *mutant relative to the WT. Each abscissa unit corresponds to a unique gene, red points show up-regulated genes, green points show down-regulated genes. (B) Distribution in functional categories of up-regulated (left) and down-regulated (right) genes in *crl1 *relative to WT.

For all genes, and the most similar genes in *Arabidopsis*, we searched for published data relative to their characterised functions. The rice genome sequence has been available since 2005 [19]. Despite an important effort of the scientific community to assign to each gene a function, very few genes have been functionally characterised yet. Precise information was found for only 32 of the 486 genes identified, mostly in reference to a known function of the *Arabidopsis *ortholog (Figure 3). Interestingly, most of these genes had an assigned function related to signal transduction in particular auxin or to gene expression regulation (transcription factors, chromatin remodelling factors) associated with root development or meristem differentiation and functioning.

**Figure 3:**
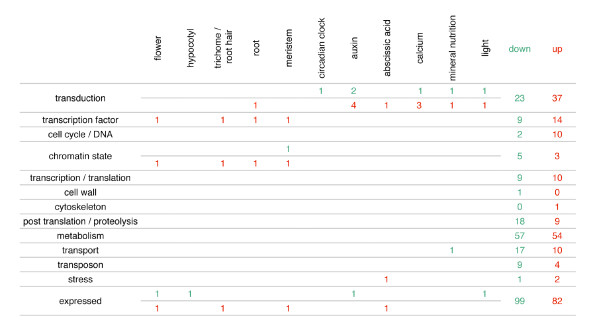
**Genes with a physiological or developmental identified function**. Functional categories are indicated in rows and physiological and developmental processes in columns. Down regulated genes are numbered in green and up regulated in red. "Down" and "Up" columns indicate total gene number for each functional category. Some genes are involved in several processes.

### Auxin-induced *CRL1 *expression was used to determine *CRL1-*dependent auxin-response genes

In order to determine how the genes identified by transcript profiling operate in the gene regulatory network downstream of CRL1, we took advantage of the known transcriptional regulation of *CRL1 *by auxin. Auxin (Indole Acetic Acid, IAA) activates *CRL1 *expression within one hour following exogenous treatment (Figure 4). As CRL1 is a transcriptional activator (our unpublished results), we anticipated that expression of CRL1 target genes would increase between 2 and 6 hours following auxin treatment in WT plants, but not in *crl1 *plants. We selected a subset of 47 genes, including most of the 32 genes previously mentioned. These genes were chosen according to a differential regulation in *crl1 *mutant relative to wild-type, their molecular function or their putative role in a developmental process based on available literature data. 

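The signals of 7 genes of Table 1 could be read from the arrays by name and chromosome. *AGD2*, which encodes an aminotransferase of lysine synthesis, had 1475 ± 252 (mean ± SD, n = 3) in WT and 1403 ± 92.3 in *crl1* (log2 fold change -0.06, 95% interval -0.27 to 0.15, limma adjusted p = 0.899). *HOX21*, a homeodomain-leucine zipper transcription factor, stood at 157 ± 8.64 and 170.4 ± 28.2 (log2 fold change 0.10, 95% interval -0.22 to 0.43, limma adjusted p = 0.882), and *PHOT1A*, a blue light receptor of phototropism, at 187 ± 52.7 and 174 ± 63.5 (-0.13, 95% interval -0.42 to 0.16, limma adjusted p = 0.815). Of the 7, 4 had the sign of the log2 fold change that Table 1 gives, 2 of 3 listed as higher and 2 of 4 listed as lower in *crl1*. None of the 7 had a limma adjusted p under 0.05, over all tested probe sets or over the list alone (0 at an unadjusted p under 0.05), and none passed the 2-fold ratio. The smallest adjusted p was 0.695 and the log2 fold changes were between 0.0593 and 0.129 in size. Without replicate 2 the sign of *HOX21* turned (-0.05) and 6 of the 7 had the sign that Table 1 gives. The list was chosen by the study on these same samples and is not independent evidence of direction. Table 1 holds 47 genes, 24 listed as higher and 23 as lower, and a probe set found by name need not be the one the study used. The *CRL1*-dependent genes of the study, *OsFSM*, *GTE4* and *MAP*, are not among the 7 and have no value here.

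**Figure D2:**
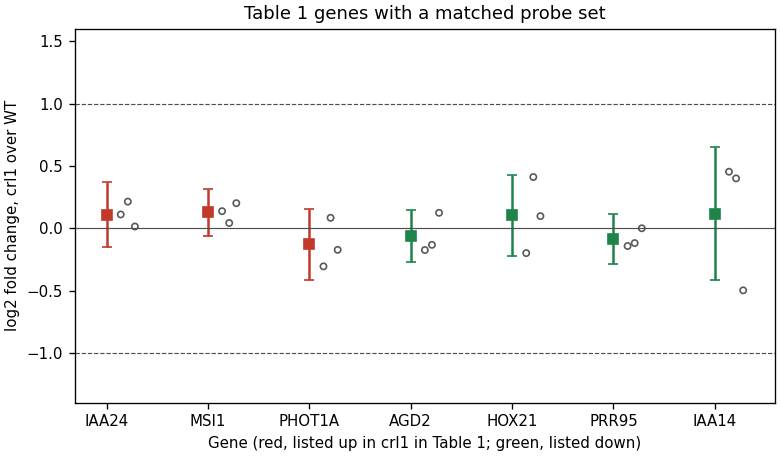
Log2 fold change of *crl1* over WT for the 7 genes of Table 1 matched by name. Squares give the limma estimate with its 95% interval (n = 3 pairs), circles the ratio in each of the 3 replicate pairs, and dashed lines the 2-fold limits. Red marks genes listed as higher and green genes listed as lower in Table 1.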

Expression kinetics of the selected genes in response to IAA treatment (0, 1, 3 or 6 hours) in WT and *crl1 *stem base was measured by RT-qPCR.

**Figure 4:**
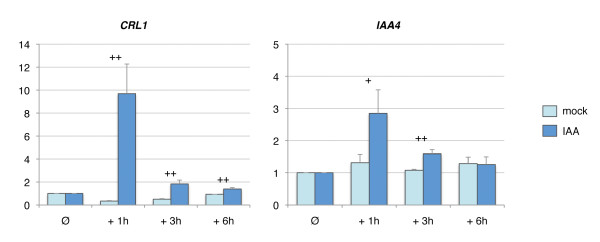
***CRL1 *expression is induced by auxin within 1 hour**. Time course of transcription of *CRL1 *and *IAA4 *genes in response to mock or IAA treatment (0, 1, 3 or 6 hours) in WT and *crl1 *mutant assayed by RT-qPCR. Y-axis indicates the relative expression level at each timepoint relative to timepoint "Ø" (before treatment). IAA4: early-auxin responsive gene, control of IAA treatment. h, hour after treatment. Values represent the mean obtained from 3 independent auxin treatment experiments, bars represent the standard deviation. Mean values were compared between WT and *crl1 *mutant for each time point. A significant difference was noted with one (p-value < 0.1) or two plus signs (p-value < 0.05).

As expected, *CRL1 *expression was highly induced 1 hour following auxin treatment and was consistently observed among all the biological replicates with a magnitude ranging between 7 and 12-fold. *CRL1 *expression level decreased following one hour, as a probable result of a negative feedback loop. Expression of *OsIAA4 *(*INDOLE ACETIC ACID4*), an early auxin-responsive gene, was induced in the same time frame than *CRL1 *thereby confirming the efficiency of the auxin treatment [12,20].

### Auxin homeostasis may be altered in *crl1 *stem base

AUX/IAA genes encode regulatory proteins involved in auxin signal transduction that interact with ARF TF and repress their activity in absence of auxin [21]. TIR1-dependent auxin perception leads to the degradation of AUX/IAA via the ubiquitin pathway and to the regulation of expression of auxin-responsive genes by ARF. This mechanism participates in the regulation of LR differentiation in *Arabidopsis *involving IAA14-mediated ARF7 and ARF19 repression [3,15,22]. In rice, OsARF16 is able to bind *in vitro *an auxin response element in the *CRL1 *promoter. Moreover the expression in rice of a mutated form of OsIAA31 altered in its ubiquitination site causes the inhibition of the induction of *CRL1 *expression by auxin [12] which results in a reduced number of CR [23]. Here we found that *OsIAA14 *was DOIC and that *OsIAA11 *and *OsIAA24 *were UPIC. 

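*OsIAA14*, an AUX/IAA repressor of the auxin response, had a signal of 53.7 ± 30.2 (mean ± SD, n = 3) in WT and 53.4 ± 8.14 in *crl1* (log2 fold change 0.12, 95% interval -0.42 to 0.65, limma adjusted p = 0.93), with ratios of *crl1* to WT of 1.37, 1.32 and 0.708 in the 3 replicate pairs. *OsIAA24* stood at 177.5 ± 39.2 and 192 ± 45.0 (log2 fold change 0.11, 95% interval -0.15 to 0.37, limma adjusted p = 0.831). *OsIAA31*, another repressor of this family, had a log2 fold change of -0.06 (95% interval -0.26 to 0.14, limma adjusted p = 0.897). The AUX/IAA genes as a group, 20 measured, held 11 with a positive and 9 with a negative log2 fold change (median 0.01, camera adjusted p = 0.997), and none passed the test (2 at an unadjusted limma p under 0.05), *IAA18* coming nearest at 0.39 (standard error 0.11, limma adjusted p = 0.26). Of 16 auxin response factors, which bind auxin response elements, none passed (3 at an unadjusted limma p under 0.05, median -0.05, camera adjusted p = 0.725). *ARF1*, a gene on chromosome 1 that is also named *ARF16*, had a log2 fold change of -0.44 (standard error 0.10, limma adjusted p = 0.136), lower in all 3 pairs, and another *ARF16*, on chromosome 6, of -0.34 (standard error 0.13, limma adjusted p = 0.417). Among 20 genes of auxin transport, synthesis and conjugation, *PIN2*, an efflux carrier, stood at -0.70 (standard error 0.27, limma adjusted p = 0.437) and none passed (3 at an unadjusted p under 0.05, median -0.03, camera adjusted p = 0.997). The sign of *OsIAA14* turned in 2 of 11 alternative settings, and *OsIAA11* had no probe set in the table used here.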

*OsIAA11 *belongs to the same expression cluster than *OsIAA31 *and is specifically expressed in differentiated roots and stems [20]. *OsIAA14 *is mostly expressed in plumule and floral organs whereas *OsIAA24 *is expressed in various organs including radicle or root [20]. Further RT-qPCR analysis showed that *OsIAA14 *and *OsIAA24 *were early auxin responsive genes both in WT and *crl1 *stem bases (Figure 5). This indicates that their regulation by auxin does not require *CRL1*. It is likely that the absence of root meristem in the stem base of *crl1 *mutant modifies the auxin balance and results in differential regulation of auxin regulated genes independently of *CRL1*. This also holds true for the DOIC *Os09g09370 *gene which encodes OsBTBN18 (Bric-a-Brac, Tramtrack, Broad Complex BTB domain with non-phototropic hypocotyl 3 NPH3 domain) a protein presenting homology with NPH3 family proteins. In *Arabidopsis *the *NPY1 *(*NAKED PINS IN YUC MUTANTS1) *gene belongs to the *NPH3 *gene family and regulates auxin-mediated plant development [24]. *NPY *genes are highly expressed in root tips and contribute to root gravitropism response [25]. Further expression analysis showed that *Os09g09370 *is an early auxin responsive gene but this response to auxin did not require *CRL1 *(Figure 5). In this study we also characterized two late auxin-responsive genes regulated independently of *CRL1: OsMIP1 *(*MADS*-*BOX INTERACTING PROTEIN1*) *and OsPRR95 *(*PSEUDO RESPONSE REGULATOR95*). The DOIC *OsMIP1 *(*Os03g55890*) gene is very similar to *Antirrhinum ternary complex factor MIP1 *gene. MIP1 interacts with MADS-box TF involved in meristem determination during floral transition [26]. 

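*PRR95*, a pseudo-response regulator of the circadian clock, had a signal of 792 ± 465 (mean ± SD, n = 3) in WT and 731 ± 408 in *crl1* (log2 fold change -0.09, 95% interval -0.29 to 0.12, limma adjusted p = 0.826). The spread within each genotype came from replicate 3, at 280 in WT and 280 in *crl1*, against 1186 and 911 in WT replicates 1 and 2 and 1074 and 840 in *crl1*. *GI*, a clock gene of the evening, had signals of 1658 and 1598 in WT replicates 1 and 2 and 161 in replicate 3, and of 1703, 1476 and 154 in *crl1*. *CCA1*, a clock gene of the morning, stood the other way, at 370, 201 and 1634 in WT and 303, 187 and 1495 in *crl1*. Between the genotypes none of the 7 clock genes passed the test (1 at an unadjusted limma p under 0.05, camera adjusted p = 0.997, median log2 fold change -0.05), *PCL1* coming nearest at 0.64 (standard error 0.19, limma adjusted p = 0.271; 0.0166 without replicate 2, range over the alternatives 0.0166 to 1).

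**Figure D3:**
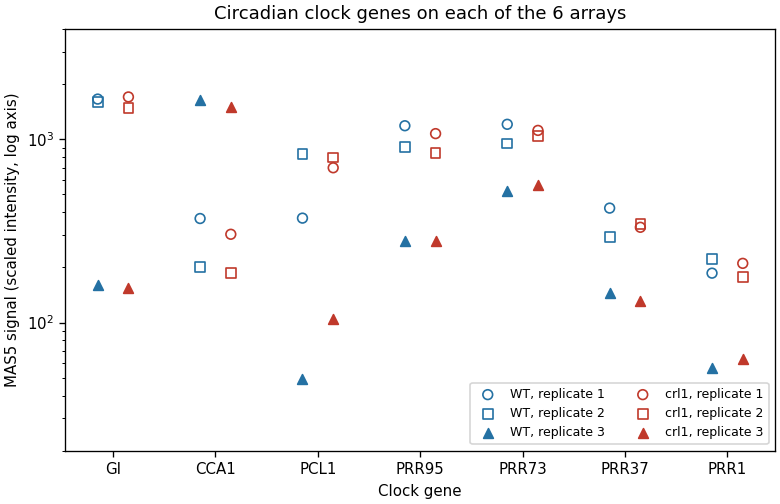
MAS5 signals (log axis) of the 7 clock genes on the 6 arrays, WT in blue and *crl1* in red. Open circles are replicate 1, open squares replicate 2 and filled triangles replicate 3.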

The DOIC *OsPRR95 *(*Os09g36220*) gene is orthologous to the *Arabidopsis APRR5 *gene belonging to the *APRR1/TOC1 *(*TIMING OF CAB EXPRESSION 1*) quintet that participates in the circadian regulation of numerous genes notably involved in flowering time and light response [27,28]. The latter results suggest that auxin-regulated genes involved in the control of meristem functioning are differentially regulated in the *crl1 *mutant, but are not under the direct control of *CRL1*.

**Figure 5:**
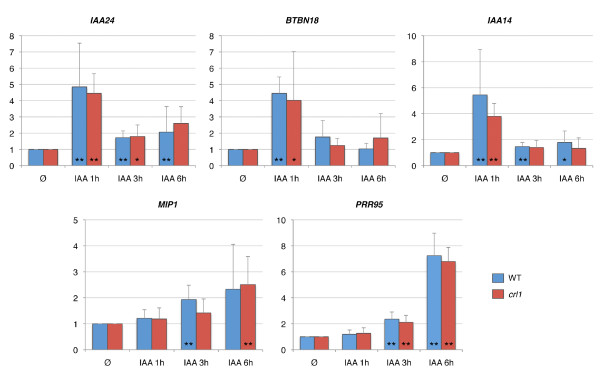
***CRL1-*independent auxin-responsive genes expression profiles**. Time course of transcription of selected genes in response to IAA treatment (0, 1, 3 or 6 hours) in WT and *crl1 *mutant stem bases assayed by RT-qPCR. Y-axis indicates the relative expression level at each timepoint relative to timepoint "Ø" (before treatment). Values represent the mean obtained from 3 independent auxin treatment experiments (blue, WT; red, *crl1 *mutant), bars represent the standard deviation. Mean values obtained at the different timepoints were compared with the corresponding t0 (Ø) mean value. Significant differences were noted with one (p-value < 0.1) or two asterisks (p-value < 0.05). Mean values were compared between WT and *crl1 *mutant for each timepoint, revealing no significant difference.

### Expression of nutrient and water status related genes varies in *crl1 *stem base

The absence of CR in the *crl1 *mutant may also modify the nutrient and water status of the plant. We further analysed the differential expression pattern of genes related to these statuses. 

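*VIT1.2*, a vacuolar iron transporter, fell from a signal of 866 ± 608 (mean ± SD, n = 3) in WT to 415 ± 186 in *crl1* (log2 fold change -0.94, standard error 0.15, limma adjusted p = 0.0301), lower in all 3 replicate pairs. The nicotianamine synthase genes *NAS1* and *NAS2*, whose product chelates iron, had log2 fold changes of -1.45 and -2.22 (standard errors 0.32 and 0.56, limma adjusted p = 0.0969 and 0.168). The *NAS2* ratio of *crl1* to WT was 0.249, 0.0485 and 0.823 in replicates 1, 2 and 3. Of 30 iron and zinc transport genes, 1 fell and 29 did not pass (8 of the 30 at an unadjusted limma p under 0.05, median log2 fold change 0.02, camera adjusted p = 0.997). None of 14 genes of phosphate homeostasis passed (1 at an unadjusted limma p under 0.05, median -0.02, camera adjusted p = 0.997), with *SPX1*, a repressor of phosphate uptake, at 0.18 (standard error 0.12, limma adjusted p = 0.704) and *PHO1-3*, of the phosphate exporters, at -0.93 (standard error 0.36, limma adjusted p = 0.436). Nor did any of 12 genes of nitrogen uptake and assimilation (3 at an unadjusted limma p under 0.05, median -0.10, camera adjusted p = 0.725), with *AMT1-2*, an ammonium transporter, at 0.68 (standard error 0.26, limma adjusted p = 0.424). Leaving out replicate 1 or replicate 3 gave limma adjusted p-values of 0.0444 and 0.00189 for *NAS1* (range over the alternatives 0.00189 to 1) and of 0.0367 and 0.00171 for *NAS2* (0.00171 to 1). Over the alternatives the log2 fold change ran from -2.05 to -0.98 for *NAS1* and from -3.19 to -1.14 for *NAS2*. The largest falls of both were those without replicate 3. The *SPX* gene that the paper reports as lower in *crl1* could not be matched to a probe set by name and has no value here.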

Genes involved in mineral homeostasis and in the response to water deficit indeed appear to be differentially regulated in *crl1 *(Figure 3 and Table 1). The DOIC *Os06g03860 *gene encodes a protein orthologous to AtSPX2 (SPX: SYG1/Pho81/XPR1: SYG1, suppressor of yeast gpal; Pho81, CDK inhibitor in yeast PHO pathway; XPR1, xenotropic and polytropic retrovirus receptor). In *Arabidopsis*, AtSPX2 with AtSPX1, AtSPX3 and AtSPX4 are involved in phosphate (P) homeostasis [29]. In rice *OsSPX1 *is a negative regulator of P uptake but the function of the other ones is still unknown [30]. 

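*KOB1*, the beta subunit of a potassium channel, had a signal of 574 ± 14.0 (mean ± SD, n = 3) in WT and 496 ± 64.6 in *crl1* (log2 fold change -0.22, 95% interval -0.44 to 0.01, limma adjusted p = 0.524), with ratios of *crl1* to WT of 0.796, 0.975 and 0.82 in the 3 replicate pairs. The potassium transporters *HAK18* and *HAK15* stood at log2 fold changes of 0.34 and 0.31 (standard errors 0.12 and 0.11, limma adjusted p = 0.385 and 0.396). Of 20 potassium transport genes, 11 had a positive and 9 a negative log2 fold change, none passed the test (5 at an unadjusted limma p under 0.05), and the group had a median of 0.03 (camera adjusted p = 0.725).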

Other genes putatively involved in ion transport such as *Os02g57240 *that encodes the KOB1 (K^+ ^CHANNEL BETA SUB-UNIT1) have been found to be differentially regulated between WT and *crl1 *[31].

**Table 1:** Selected genes for expression analysis by RT-qPCR in response to auxin

	TIGR Id	FC	Annotation	BBMH Arabidopsis	Annotation	References
**UPIC (up-regulated in *crl1 *relative to WT)**						

	Os05g43820	11,11	ras-related protein	At4g28950	ROP9 (RHO-RELATED PROTEIN FROM PLANTS 9)	[54]

	Os08g02490	8,64	AT hook motif domain containing protein	At4g12080	DNA-binding family protein	

**O**	Os02g24740	8,14	OsSAUR9 - Auxin-responsive SAUR gene family member	At4g34760	auxin-responsive family protein	[55,56]

	Os03g51580	6,89	helix-loop-helix DNA-binding domain containing protein	At2g22750	basic helix-loop-helix (bHLH) family protein	

**O**	Os07g22534	5,78	WD domainG-beta repeat domain containing protein	At3g49180	RID3 (ROOT INITIATION DEFECTIVE 3); nucleotide binding	[40,41]

	Os02g02600	5,06	serine/threonine-protein kinase Cx32chloroplast precursor	At2g17220	protein kinase	

**O**	Os12g41900	4,94	SET domain containing protein	At5g42400	SDG25 (SET DOMAIN PROTEIN 25)/ATXR7/MDH9	[46]

**O**	Os02g45810	4,72	WD domainG-beta repeat domain containing protein	At5g24520	TTG1 (TRANSPARENT TESTA GLABRA 1)	[57]

**O**	Os03g20720	3,85	GTPase-activating protein	At1g08680	ZIGA4 (ARF GAP-like zinc finger-containing protein ZiGA4)	[58]

**O**	Os08g40560	3,32	ZOS8-11 - C2H2 zinc finger protein	At2g27100	SERRATE (SE)	[44]

**O**	Os06g05350	2,96	whirly transcription factor domain containing protein	At2g02740	WHY3 (WHIRLY 3); DNA binding; PTAC11	[59]

**O**	Os01g62760	2,88	protein phosphatase 2C	At5g59220	protein phosphatase 2CA	[73,74]

**O**	Os05g14550	2,86	Phosphatidylinositol kinase and FAT containing domain protein	At1g50030	TOR (TARGET OF RAPAMYCIN)	[60]

**O**	Os12g06610	2,54	nucleolar complex protein 2	At3g55510	RBL (REBELOTE)	[45]

**O**	Os12g01140	2,39	ACG kinases include homologs to PKAPKG and PKC	At3g45780	PHOT1 (PHOTOTROPIN 1); protein serine/threonine kinase	[72]

	Os01g49160	2,33	MYB family transcription factor			

**O**	Os05g41070	2,31	bZIP transcription factor	At3g56850	AREB3 (ABA-RESPONSIVE ELEMENT BINDING PROTEIN 3)	[33]

**A O**	Os07g08460	2,30	OsIAA24 - Auxin-responsive Aux/IAA gene family member			[20,61]

**O**	Os03g43890	2,24	WD domain G-beta repeat domain containing protein	At5g58230	MSI1 (MULTICOPY SUPRESSOR OF IRA1)	[62]

	Os01g69850	2,13	OsMADS65 - MADS-box family gene with MIKC type-box			

	Os06g49510	2,06	zinc knuckle family protein	At4g19190	zinc knuckle (CCHC-type) family protein	[63]

	Os07g47820	2,05	acyl-CoA dehydrogenase family member 10	At3g06810	IBR3 (IBA-RESPONSE 3)	[64]

**O**	Os03g43400	2,05	OsIAA11 - Auxin-responsive Aux/IAA gene family member			[20,61]

**O**	Os03g42750	2,02	roothairless 1	At1g47550	AtSec3a (Exocyst complex)	

**DOIC (down-regulated in *crl1 *relative to WT)**						

	Os03g24930	25,48	tyrosine protein kinase domain containing protein	At1g61590	protein kinase	[65]

	Os03g18810	15,00	ll-Diaminopimelate Aminotransferase	At4g33680	AGD2 (ABERRANT GROWTH AND DEATH 2); aminotransferase	[66]

	Os11g11790	8,16	NBS-LRR type disease resistance protein			

**A O**	Os03g55890	8,14	ternary complex factor MIP1	At5g66600	unknown protein	[26]

	Os03g07450	4,24	HOX21 homeobox associated leucine zipper	At1g69780	ATHB13	[67]

**A O**	Os09g36220	3,60	OsPRR95 - response regulator receiver domain containing protein	At5g24470	APRR5 (ARABIDOPSIS PSEUDO-RESPONSE REGULATOR 5)	[68]

	Os08g41340	3,10	ras-related protein	At2g31680	AtRABA5d (Arabidopsis Rab GTPase homolog A5d)	

	Os09g38980	2,81	T-complex protein	At5g18820	EMB3007 (embryo defective 3007)	

**A O**	Os09g09370	2,64	BTBN18 - BTB domain with non-phototropic hypocotyl 3 domain	At5g47800	BTB - NPH3 domain	

	Os04g55560	2,62	AP2 domain containing protein	At4g36920	PLETHORA-like transcription factor	

**CA O**	Os01g67100	2,61	OsFSM, expressed protein	At1g65470	FAS1 (FASCIATA 1)	[48,50]

**CA**	Os08g40620	2,59	rabGAP/TBC domain-containing protein	At4g29950	microtubule-associated protein	

**A O**	Os03g58350	2,40	OsIAA14 - Auxin-responsive Aux/IAA gene family member			[20]

	Os02g08310	2,31	Tubby-like protein 4	At1g16070	AtTLP8 (TUBBY LIKE PROTEIN 8)	[69]

**O**	Os06g03860	2,28	uncharacterized membrane protein	At4g22990	SPX (SYG1/Pho81/XPR1) domain-containing protein	[29]

	Os01g07630	2,18	BRASSINOSTEROID INSENSITIVE 1-associated receptor kinase	At1g60800	NIK3 (NSP-INTERACTING KINASE 3)	

	Os07g04700	2,16	MYB family transcription factor	At3g18100	MYB4R1 (myb domain protein 4R1)	

**O**	Os12g37780	2,13	tetratricopeptide repeat domain containing protein	At2g43040	NPG1 (no pollen germination 1); calmodulin binding	[70]

**CA**	Os02g15220	2,13	bromodomain containing protein, expressed	At1g06230	GTE4 (GLOBAL TRANSCRIPTION FACTOR GROUP E 4)	[51]

	Os04g26850	2,10	SAD2			[71]

	Os10g37640	2,04	HIT zinc finger domain containing protein	At5g63830	unknown protein	

**O**	Os02g52990	2,04	OsSAUR12 - Auxin-responsive SAUR gene family member			[20,61]

**O**	Os10g23220	2,14	GIL1	At2g45260	unknown protein	

"**O**" a gene mentioned in Figure 3. "**A**" indicates a *CRL1-*independent auxin responsive gene. "**CA**" indicates a *CRL1-*dependent auxin responsive gene. ID; identifier. BBMH; Best Blast Mutual Hit. TIGR; Rice Genome Annotation Resource [52-74].

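*RAB16D*, a dehydrin of the response to drought and abscisic acid, fell from a signal of 224 ± 224 (mean ± SD, n = 3) in WT to 90.4 ± 78.5 in *crl1* (log2 fold change -1.17, standard error 0.16, limma adjusted p = 0.0172), lower in all 3 replicate pairs. Its neighbour *RAB16C* had a log2 fold change of -0.67 (standard error 0.24, limma adjusted p = 0.394) and *ABA8OX2*, which breaks down abscisic acid, of 0.37 (standard error 0.20, limma adjusted p = 0.61). Of 27 genes of dehydration and abscisic acid, 1 fell and 26 did not pass (2 of the 27 at an unadjusted limma p under 0.05, median 0.0059, camera adjusted p = 0.997). *OsERD4* and the *AREB3* homologue, which the paper reports as higher in *crl1*, could not be matched to a probe set by name, and *TOR* had no probe set. The values of this group therefore do not test these genes. None of 51 protein phosphatase 2C genes, some of which repress the abscisic acid signal, passed (1 at an unadjusted limma p under 0.05, median 0.04, camera adjusted p = 0.725), *PP2C47* coming nearest at 0.34 (standard error 0.11, limma adjusted p = 0.361). *TIP2-1*, an aquaporin of the vacuolar membrane, fell from 2653 ± 1116 to 1228 ± 415 (log2 fold change -1.09, standard error 0.20, limma adjusted p = 0.0498), and *PIP2-2*, an aquaporin of the plasma membrane, stood at -0.46 (standard error 0.09, limma adjusted p = 0.0642). Of 20 aquaporins, 1 fell and 19 did not pass (4 of the 20 at an unadjusted limma p under 0.05, median -0.02, camera adjusted p = 0.725). Without replicate 3 *RAB16D* gave a limma adjusted p of 0.169 (range over the alternatives 0.00624 to 1), and without replicate 1 *RAB16C* and *PIP2-2* gave 0.0324 and 0.0345 (ranges 0.0324 to 1 and 0.0345 to 1). *TIP2-1* gave 0.0703 without the signal minimum, 0.0567 without replicate 2 and 0.062 as the mean over its probe sets (range 0.00189 to 1), and *PIP2-2* gave 0.049 after quantile normalization.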

Several UPIC genes with a function related to osmotic stress or abscissic acid were identified. *Os07g05570 *encodes the OsERD4 (EARLY RESPONSIVE DEHYDRATION4) protein orthologous to *ZmERD4 *that enhances drought and salt tolerance when constitutively expressed in *Arabidopsis *[32]. *Os05g41070 *encodes a bZIP transcription factor homologous to AtAREB3 (ABA-RESPONSIVE ELEMENT BINDING PROTEIN 3) that is involved in abscissic acid signal transduction [33]. The DOIC *Os05g14550 *gene encodes a protein orthologous to the conserved eukaryotic TOR (TARGET OF RAPAMYCIN) kinase that promote cell growth in response to favourable conditions. In *Arabidopsis *AtTOR is involved in the inhibition of root growth in response to osmotic stress and excess of nitrate [34]. The absence of CR of the *crl1 *mutant may influence the nutrient and water status of the plant, and consequently modulate the expression of nutrient and stress related genes.

### Genes related to meristem differentiation are deregulated in *crl1 *and some of them are *CRL1-*dependent auxin responsive genes

Several genes already identified to regulate processes involved in cell or meristem differentiation are differentially regulated in *crl1*. 

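*WOX11*, a homeodomain protein that promotes crown root emergence and growth, had a signal of 92.1 ± 9.92 (mean ± SD, n = 3) in WT and 154 ± 42.3 in *crl1* (log2 fold change 0.71, standard error 0.15, limma adjusted p = 0.0867), higher in all 3 replicate pairs. *SHR1* and *SCR1*, which pattern the root ground tissue, stood at -0.14 and -0.09 (standard errors 0.14 and 0.17, limma adjusted p = 0.819 and 0.915). Of 5 root meristem regulators none passed over all probe sets (1 at an unadjusted limma p under 0.05), and the group had a median of 0.07 (camera adjusted p = 0.585). *HOX12*, of the homeodomain-leucine zipper proteins, stood at -1.37 (standard error 0.29, limma adjusted p = 0.0826), and none of the 21 genes of this family passed (2 at an unadjusted p under 0.05, median 0.01, camera adjusted p = 0.997). The MADS-box genes *MADS26* and *MADS47* had log2 fold changes of -0.80 and -0.59 (standard errors 0.21 and 0.14, limma adjusted p = 0.186 and 0.15), and none of 11 passed (2 at an unadjusted p under 0.05, median -0.13, camera adjusted p = 0.38).
*BLE3*, a brassinolide-enhanced gene also named *CASPL1C2* for its likeness to Casparian strip membrane proteins, fell from 363 ± 29.7 in WT to 239 ± 35.7 in *crl1* (n = 3, log2 fold change -0.61, standard error 0.11, limma adjusted p = 0.0425). Of 26 Casparian strip and laccase genes, which mark root endodermis and lignin, 1 fell and 25 did not pass (6 of the 26 at an unadjusted limma p under 0.05, median -0.03, camera adjusted p = 0.38), with *LAC3* at -0.66 (standard error 0.13, limma adjusted p = 0.0722) and *CASPL2C1* at 0.50 (standard error 0.11, limma adjusted p = 0.0838). None of 23 expansins, which loosen cell walls, passed (6 at an unadjusted p under 0.05, median -0.00424, camera adjusted p = 0.997), with *EXPB8* at 0.56 and *EXPA7* at 0.49 (standard errors 0.11 and 0.11, limma adjusted p = 0.0695 and 0.105), and none of 25 cellulose synthases and relatives (3 at an unadjusted p under 0.05, median 0.00346, camera adjusted p = 0.725), with *CESA9*, of secondary walls, at -0.60 (standard error 0.15, limma adjusted p = 0.165). *BLE3* gave a limma adjusted p of 0.0589 without the signal minimum and of 0.263 without replicate 3 (range over the alternatives 0.0309 to 1). Without replicate 1 the limma adjusted p was 0.0381 for *MADS47*, 0.00583 for *LAC3* and 0.036 for *EXPA7* (ranges 0.0381 to 1, 0.00583 to 1 and 0.036 to 1).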

The DOIC *Os08g40620 *gene encodes a MAP and is a *CRL1-*dependent auxin responsive gene (Figure 6). This suggests that it can be a component of the gene regulatory network directly controlled by *CRL1*. Its function has not been determined yet either in rice or in *Arabidopsis*. Nevertheless the function of other MAP has been characterized in *Arabidopsis*. For example, AtMAP70-5 is involved in the maintenance of cellular polarity and ensures regular extension of plant organs [35]. The *MAP Spiral2 *mutant is defective in directional cell elongation and exhibits right-handed helical growth in longitudinally expanding organs such as the roots [36]. This suggests that the MAP encoded by *Os08g40620 *may be involved in polarized cellular growth during early steps of CR meristem organization regulated by *CRL1*.

**Figure 6:**
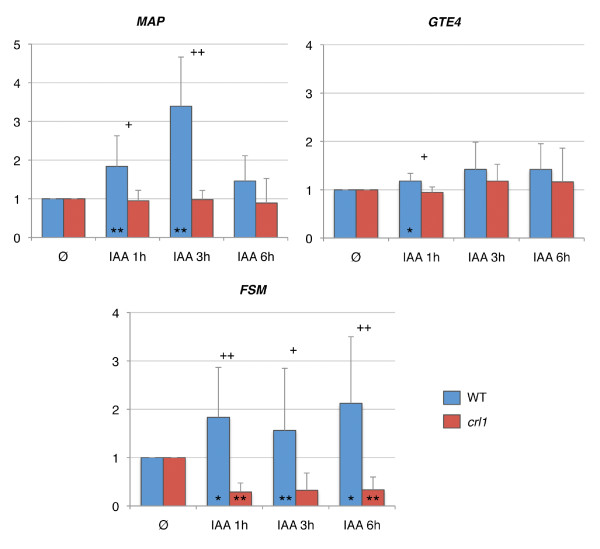
***CRL1-*dependent auxin-responsive genes expression profiles **. Time course of transcription of selected genes in response to IAA treatment (0, 1, 3 or 6 hours) in WT and *crl1 *mutant stem bases assayed by RT-qPCR. Y-axis indicates the relative expression level at each timepoint relative to timepoint "Ø" (before treatment). Value represent the mean obtained from 3 (*MAP*, *GTE4*) to 4 (*FSM*) independent auxin treatment experiments (blue, WT; red, crl1 mutant), bars represent the standard deviation. Mean values obtained at the different timepoints were compared with the corresponding t0 (Ø) mean value. Significant differences were noted with an asterisk (p-value < 0.1) or two asterisks (p-value < 0.05). Mean values were compared between WT and *crl1 *mutant for each time point. A significant difference was noted with one (p-value < 0.1) or two plus signs (p-value < 0.05).

Different genes have a function related with root hair or root meristem differentiation. The UPIC *Os03g42750 *gene encodes an Exocyst Complex Component SEC3 family protein orthologous to maize ROOTHAIRLESS1 protein [37,38].

Several UPIC genes encode WD domain G-beta repeat domain containing proteins that can interact with TF or chromatin associated proteins to regulate gene expression and cell or meristem differentiation processes. One of them, *OsTTG1 (TRANSPARENT TESTA GLABRA1) *(*Os02g45810*), is orthologous to *AtTTG1 *that is involved in different epidermis cell differentiation pathways, including root hair differentiation in *Arabidopsis *[39]. *Os07g22534 *is homologous to *AtRID3 *(*ROOT INITIATION DEFECTIVE3*), involved in cell proliferation and in the control of adventitious root initiation in *Arabidopsis *[40,41].

Other genes have a function related to meristem differentiation and functioning. *Os03g43890 *is orthologous to *AtMSI1 *(*MULTICOPY SUPRESSOR OF IRA1*). MSI1-like WD-40 repeat proteins are components of different complexes controlling chromatin dynamics. In plants, MSI1-like proteins are involved in regulatory pathways controlling reproductive meristem transition, embryo and gametophyte development [42,43]. The UPIC *Os08g40560 *gene encodes a putative C2H2 zinc finger protein and is homologous to *SE *(*SERRATE*) in *Arabidopsis *which is involved in miRNA gene silencing pathway that participates to coordinate meristem activity and axial patterning [44]. The DOIC *Os12g06610 *gene encodes a nucleolar complex protein 2 orthologous to *AtRBL *(*REBELOTE*) is involved in floral developmental homeostasis [45]. In addition the UPIC *Os12g41900 *gene, orthologous to *AtSDG25 *(*SET DOMAIN GROUP25*), regulates the epigenetic transcriptional activation and contributes to the regulation of *FLC *(*FLOWERING LOCUS C*), a gene involved in flowering induction in the shoot apical meristem [46,47]. These genes are probably not directly regulated by *CRL1*, but their differential expression in *crl1 *suggests that the lack of CR meristem differentiation may also induce fedback regulatory pathway acting on general TF and chromatin regulatory factors known to be involved in cell and meristem differentiation.

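*MSI1*, a WD-40 protein of chromatin assembly, had a signal of 1249 ± 176 (mean ± SD, n = 3) in WT and 1358 ± 124 in *crl1* (log2 fold change 0.13, 95% interval -0.06 to 0.32, limma adjusted p = 0.695), and a dimmer probe set of the same gene stood at 0.09 (95% interval -0.12 to 0.30, limma adjusted p = 0.822). *LHP1*, which binds repressed chromatin, and *CMT3*, a DNA methyltransferase, had log2 fold changes of -0.23 and -0.19 (standard errors 0.12 and 0.11, limma adjusted p = 0.582 and 0.634). None of 24 genes of chromatin assembly and modification passed the test (0 at an unadjusted limma p under 0.05), 11 had a positive and 13 a negative log2 fold change, and the group had a median of -0.02 (camera adjusted p = 0.997). *OsFSM* and *GTE4*, the chromatin genes that the paper places under *CRL1*, could not be matched to a probe set by name. The values of this group therefore do not test them.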

The involvement of chromatin remodelling factor in CR initiation is supported by the fact that two genes related to this process were found to be DOIC and *CRL1-*dependent auxin responsive genes (Figure 6). The gene *OsFSM *(*FLATTENED SHOOT MERISTEM*) (*Os01g67100*) encodes a component of the CAF1 (CHROMATIN ASSEMBLY FACTOR1) complex and is orthologous to *FAS1 *(*FASCIATA1*) in *Arabidopsis *[48-50]. *FAS1 *is involved in the regulation of both shoot and root development regulation. *FAS1 *is strongly expressed in root tips and contributes to the maintenance of *SCARECROW *expression pattern which is essential to root meristem maintenance and root radial differentiation [48]. The rice *fsm *mutant exhibits an altered development including a reduced number of CR, a reduced seminal root growth and strong defects in root meristem structure. *OsFSM *is also expressed in root tips [50]. The other DOIC and *CRL1-*dependent auxin responsive gene (*Os02g15220*) encodes a bromodomain-containing protein homologous to the *Arabidopsis *GTE4. *GTE4 *is involved in the maintenance of the mitotic cell cycle and may be related to chromatin remodelling. In *gte4 *mutants, root development is delayed and the number of lateral root is reduced. In addition, in this mutant, a partial loss of identity is observed for quiescent centre cells and the division pattern of initial cells is disrupted [51]. *FSM *and *GTE4 *play important roles in the control of root meristem differentiation and maintenance. The differential expression of *FSM *and *OsGTE4 *in response to auxin in *crl1 *mutant versus WT suggests that these genes are early CRL1 target genes and stress that chromatin structure modulation and cell cycle regulation may be essential parameters in early steps of CR meristem differentiation in rice.

## Conclusions

### First hypotheses toward the arrangement of the crown root differentiation gene regulatory network controlled by *CRL1*

The differential transcriptome analysis of *crl1 *versus WT allowed the identification of a set of genes differentially regulated in *crl1 *stem base. Further RT-qPCR analysis of the response to auxin of a subset of genes in WT and *crl1 *was used to determine their dependence to *CRL1*. Some genes such as *OsIAA *and *NPH3*-*like*, which are involved in auxin response and auxin-mediated plant development are *CRL1*-independent auxin responsive genes. It is likely that the differential regulation of these genes in *crl1 *versus WT results from the absence of CR meristems that may modify the auxin balance in the *crl1 *mutant stem base tissues. The absence of CR in *crl1 *may also modify the nutrient and water status of the plant and result in the differential expression of genes involved in nutrient uptake or water stress response. Similarly the absence of CR differentiation in *crl1 *may deregulate the expression of genes involved in the control of meristem differentiation and cell division.

Three genes were found to be *CRL1*-dependent auxin responsive genes. They are likely directly regulated by CRL1. This concern *Os08g40620 *which encodes a microtubule-associated protein (MAP) that could be involved in asymmetric control of cell division during early steps of CR meristem differentiation, and the two genes *FSM *and *GTE4 *that encode chromatin remodelling and cell cycle regulation factors known to be involved in rice or *Arabidopsis *on the proper cell division patterning and maintenance of the root meristem.

Figure 7 summarizes these hypotheses. Among all the genes that we have identified to be misregulated in the *crl1 *mutant, other *CRL1*-dependent auxin responsive genes remain to be identified. Their involvement in CR initiation and development will be further investigated with corresponding insertion mutants.

**Figure 7:**
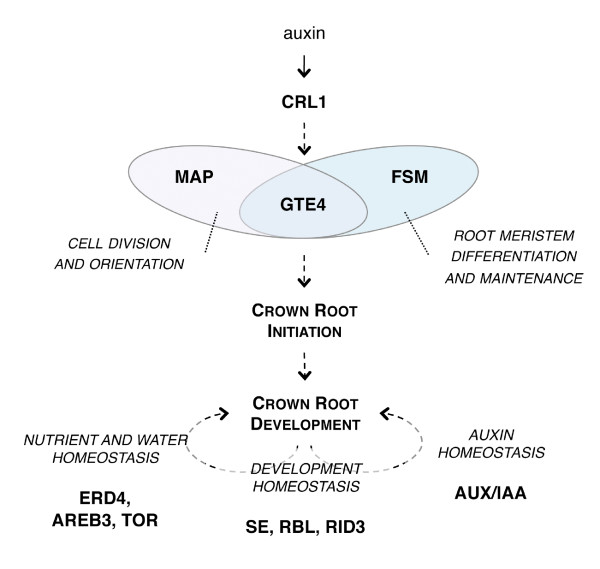
**Hypothetical gene regulatory network controlled by *CRL1 *integrating key genes identified in this study**. Names shown in bold indicate rice genes or their homologues in *Arabidopsis*. Dashed lines indicate hypothetical causal relationships.

## Authors' contributions

YC designed the research, performed the experiments and drafted the manuscript. MB, TVAL, MP participated in the RT-qPCR analysis. EG helped in drafting the manuscript. PG designed and coordinated the research and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Genes analysed and primers used for RT-qPCR**. Primers used for RT-qPCR expression analysis of the 47 genes presented in Table 1 and of *EXP *gene. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

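RNA from stem bases of 7-day-old WT and *crl1* seedlings, 20 stem bases per replicate, was hybridised by the authors to 6 GeneChip Rice Genome Arrays, 3 per genotype. The deposited values are an intensity per probe set, the MAS5 signal on a linear scale, which the authors made in Affymetrix Expression Console with default parameters and global scaling of each array to a target of 100. The versions of these programs are not given in the sources used here. The file holds 57381 probe sets, of which 123 are controls and were left out. The trimmed mean of each array, checked with 2% of the values left out at each end, was 100.0, as that scaling gives.

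Signals were taken to log2 with no pseudocount, and probe sets with a geometric mean signal of at least 20 over the 6 arrays were tested, 25045 in all. Probe sets bright in a single genotype can fall below that minimum. The share of probe sets at a signal of at least 20 was 45.2, 45.5 and 43.9% in WT and 45.8, 46.6 and 43.8% in *crl1*. *crl1* was compared with WT in limma 3.58.1 (R 4.3.3, data.table 1.17.8) with the replicate number as a block and empirical Bayes moderation with a mean-variance trend (prior degrees of freedom 7.33). Benjamini-Hochberg adjusted p-values were taken over the tested probe sets, with a threshold of 0.05. The median log2 fold change of the tested probe sets was 0.00344. The study compared the genotypes replicate by replicate, and the numbers of the arrays pair them in the values too: the deviations of WT and *crl1* arrays from their genotype mean correlated at 0.39, 0.451 and 0.747 for the same number, and among the arrays of the other genotype each correlated best with that of its own number. The study's ratio was repeated as a signal ratio over 2 or under 0.5 in all 3 pairs, with an unadjusted limma p of at most 0.01 in place of the MAS5 change p. The Present call and the MAS5 change p are not used here, because both need probe-level data. The number of arrays limits the precision of each estimate. On simulated data with this design, limma called 79 of 100 probe sets changed by log2 1 and 100 of 100 changed by log2 2 (3 and 64 without the block). The ratio found 8 and 98, and 19 unchanged probe sets were called and 2 passed the ratio. A change of log2 1 lies at the limit of the ratio itself, so the 8 does not measure how sensitive the ratio is. The 19 false calls beside 79 and 100 true ones are a larger share than the threshold of 0.05 aims at. The simulated variances were those that limma fitted with the trend, so the simulation could not check the trend itself.

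Probe sets were paired with genes through the probe table, whose annotation may be old: 22436 have 1 gene, 95 several and 34727 none, and a reference annotation of rice gave gene names and gene order. For a gene list the brightest probe set of each gene was used. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 32 lists of at least 5 members. A simulated list of 20 shifted by 0.3 was called and 0 of 40 unmoved lists were called. The simulated noise was independent between probe sets, so the simulation could not check the preset correlation or false calls among correlated genes. Of 33 lists, on hormones, minerals, water, cell walls, cell cycle, chromatin, signalling, transcription factors, photosynthesis, root tissue, seed storage, the clock and stress, the words were written before the data were examined. They were to match gene descriptions, but the tables hold few of these, so the lists were rewritten on gene symbols after the names and before the values were seen. The genes named were fixed by a rule: those the paper names that a probe set matches, with the values of Table 1 counted as seen; up to 10 genes in each direction with the largest change among those with an informative name, which stands in for a description, an adjusted p under 0.05, the same direction in all 3 pairs and a mean signal of at least 50 in the higher genotype (2 higher and 10 lower qualified); and up to 4 members of each list with the smallest p. Only 2167 of the 15040 tested genes have an informative name.

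The comparisons, the signal minimum, the block and the alternatives were chosen before the data were examined, apart from 1 alternative marked as added later. The alternatives were no block, no signal minimum, a minimum of 50, a pseudocount of 16, quantile normalization, median centring, no trend, leaving out each replicate pair, leaving out probe sets that may cross-hybridise, an adjusted p under 0.01, the ratio in all 9 pairs of arrays, 1 probe set per gene, the mean over a gene's probe sets, and for lists an estimated correlation and fry. The functional categories of Figure 2B were left out because gene descriptions are missing, and *CRL1* itself because no probe set could be matched to it. Figures were drawn with Python 3.11.15, matplotlib 3.10.9, pandas 2.3.3 and numpy 2.4.6.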

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

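The split of the arrays was set as a test before the list results were seen, and no test was chosen after them. The 20 photosynthesis genes, a group the paper does not report on, had a median log2 fold change of -0.176 that passed by limma's camera with a preset correlation (adjusted p = 0.00031) but not with an estimated correlation (adjusted p = 0.998) or by fry (0.56), range over the alternatives 1.12e-05 to 0.998. By camera with an estimated correlation, 0 of the 32 lists tested had an unadjusted p under 0.05. That test has few degrees of freedom with 6 arrays and the block, so it could hardly have called any list. The median of the photosynthesis genes was -0.104 without replicate 1 and -0.25 without replicate 2. *RCA*, the activase of Rubisco, fell from a signal of 964 ± 648 (mean ± SD, n = 3) in WT to 671 ± 486 in *crl1* (log2 fold change -0.55, standard error 0.10, limma adjusted p = 0.0429), and *PETC*, an iron-sulfur protein of the cytochrome complex, *LIR1*, a light-induced gene, and *PSAH*, a subunit of photosystem I, had log2 fold changes of -0.43, -0.45 and -0.31 (limma adjusted p = 0.108, 0.195 and 0.297). Of the 20 genes 1 fell, 19 did not pass (8 of the 20 at an unadjusted limma p under 0.05) and 16 had a negative log2 fold change. The call of *RCA* ended without the signal minimum and without replicates 1 and 3 (limma adjusted p = 0.0703, 0.0644 and 0.172, range 0.0332 to 1). The list had been fixed as a marker of green leaf tissue, and the share of that tissue in the sampled stem bases was not measured.

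The 25 jasmonate genes, also not reported on by the paper as a group, had a median log2 fold change of 0.123 that passed by camera with a preset correlation (adjusted p = 0.0202) but not with an estimated correlation (adjusted p = 0.998) or by fry (0.523), range over the alternatives 0.0125 to 0.998. Camera with an estimated correlation had the same limit here as for photosynthesis. None of the 25 passed over all probe sets (3 at an unadjusted limma p under 0.05), and 19 had a positive log2 fold change. *AOS4* and *AOS*, allene oxide synthases of jasmonate synthesis, had log2 fold changes of 0.55 and 0.42 (standard errors 0.11 and 0.13, limma adjusted p = 0.0685 and 0.282), and *JAZ12*, a repressor of the jasmonate response, of 0.34 (standard error 0.14, limma adjusted p = 0.467). The call ended without the signal minimum (adjusted p = 0.119) and without replicate 1 (0.201). As many lists were called in 7 of the 10 ways to split the arrays 3 against 3, with 2 in the real split and at most 5 in another, and 10 splits are too few for a share under 0.05.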

How the results depend on the processing

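Among the alternatives only the signal minimum in either genotype was chosen after the result was seen. Of 147 named genes and probe sets, 118 kept their side of the 0.05 threshold under the alternatives run for single genes (8 to 11 each) and 29 did not, and none that was called reversed its direction. The 118 were all entries without a call, because each of the 17 named calls was lost in at least 1 alternative. Without the replicate block 5 probe sets were changed (1 higher, 4 lower), all 5 of them at least 2-fold, and 15 of the 17 named calls were lost, while the lists called stayed at 2. Without the mean-variance trend limma called 0 probe sets and 0 at least 2-fold (2298 at an unadjusted p under 0.05), and all 17 named calls were lost. In the other settings run for single genes 6 of the 12 changed genes with an informative name kept their call throughout, and at an adjusted p under 0.01 only *GER3* and *CKS1* of the 12 would pass. The cause was not tested.

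Without the signal minimum 1183 probe sets passed the ratio, 206 with p of at most 0.01, and 71.36% of these were over 5-fold; 1 list was called, and jasmonate had an adjusted p of 0.119. A minimum of 50 gave 29 past the ratio and 29 with the p, and a pseudocount of 16 gave 25 and 25. At an adjusted p under 0.01, a stricter threshold, 28 were changed, 25 at least 2-fold and 19 past the ratio. The ratio in all 9 pairs of arrays held for 18, all 18 with the p, and 38.89% over 5-fold. Counted as genes, each by its brightest probe set, 99 changed, 57 at least 2-fold, and 28 passed the ratio, all 28 with the p. Probe sets not paired with 1 gene are left out there, and of the 163 changed probe sets 113 are so paired. A signal minimum in either genotype, chosen after seeing the data, gave 100 past the ratio and 83 with the p, and 34.94% of these 83 were over 5-fold. For lists, an estimated correlation called 0 and fry called 0 (0 and 2 at an unadjusted p under 0.05, and 2 called by camera with the preset correlation), with adjusted p of 0.998 and 0.56 for photosynthesis and 0.998 and 0.523 for jasmonate. Camera with an estimated correlation has few degrees of freedom with 6 arrays, so it could hardly have called any list. Leaving out each replicate pair in turn gave 125 to 376 probe sets changed, 97 to 162 at least 2-fold, 104 to 132 past the ratio and 102 to 123 with the p, 11.76 to 15.74% over 5-fold, 1 to 4 lists, and an adjusted p of 0.0188 to 0.201 for jasmonate. The ratio then had to hold only in the remaining pairs, which is a weaker rule. Quantile normalization and median centring kept each total within 1.5 times, as did leaving out probe sets that may cross-hybridise for the numbers of probe sets and the share over 5-fold; single genes, the lists and the Table 1 genes were not run in that setting. The number of arrays limits the precision.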

Differences from the paper's values

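No alternative given here was chosen after the result was seen. Values are taken to differ where one is more than 1.5 times the other. The counts were set beside the paper's at its ratio of 2 in the 3 replicates with p of at most 0.01, but the p here is from limma, the Present call is not used here, and probe sets are counted where the paper counts genes. In the alternatives without a replicate the ratio had to hold only in the remaining pairs, a weaker rule than the paper's 3. The paper's 250 genes lower in *crl1* compare with 44 probe sets, and the paper's 236 higher with 13. The paper's about 200 genes under 5-fold in each direction compare with 36 lower and 9 higher. For these 4 counts all 14 alternatives set before the data were examined also differ (13 to 118 lower, 3 to 88 higher, 9 to 72 and 2 to 42 under 5-fold). The paper's about 10% over 5-fold compares with 21.05%; without replicate 1 (11.76%) and without replicate 3 (13.82%) the value lies within 1.5 times the paper's, and the other 10 alternatives differ. The largest fold higher in *crl1*, about 19 in Fig. 2A, read by eye, compares with 10.09; without the signal minimum (28.1), without replicate 1 (13.75) and without replicate 3 (14.65) the value lies within 1.5 times the one read from the figure, and the other 11 differ. The paper's 15-fold lower *AGD2* compares with a fold of 1.04 of WT over *crl1*, and all 11 alternatives differ (1.00 to 1.11). The folds that Table 1 prints for the other 6 matched genes, which have decimal commas, were not compared.

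The paper states that *OsIAA14* and *HOX21* are lower in *crl1*, where the log2 fold changes here are 0.12 and 0.10, and that *PHOT1A* is higher, where it is -0.13. The first 2 signs rest on single replicates: *OsIAA14* stood at -0.05 without replicate 1 and -0.02 without replicate 2, and *HOX21* at -0.05 without replicate 2, so that 4 of the 7 genes compared had the paper's direction with all replicates, 5 without replicate 1 and 6 without replicate 2. It gives *OsIAA24* and *MSI1* as higher and *PRR95* and *AGD2* as lower, and the log2 fold changes here have these signs (0.11, 0.13, -0.09 and -0.06) without passing the test or the 2-fold ratio. The 95% intervals of these 7 genes all lie within a 2-fold change. None of the alternatives run for single genes called any of them. The paper gives *KOB1* as regulated in *crl1*, and it stands at -0.22 here (limma adjusted p = 0.524), again with no call under these alternatives. Probe sets were matched by gene name, and the study may have used others.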

Other observations

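The hypotheses on replicate 3 and the clock, on dim signals and on scaling were written down before their tests, and the tests of the brightest signals, of neighbouring genes and of the share by chromosome were chosen after the result was seen. Other gene groups stood as follows. The cytokinin genes *RR4* and *RR9*, response regulators, and *HK4*, a receptor kinase, had log2 fold changes of -0.47, -0.50 and -0.43 (standard errors 0.15, 0.18 and 0.14, limma adjusted p = 0.302, 0.39 and 0.32), and none of 28 genes of cytokinin response and metabolism passed (6 at an unadjusted p under 0.05, 18 negative, median -0.09, camera adjusted p = 0.38). Without replicate 1 *RR9* gave 0.0481 (range over the alternatives 0.0481 to 1). None of 9 gibberellin genes passed (0 at an unadjusted limma p under 0.05, median -0.11, camera adjusted p = 0.997), with *SLRL1*, a repressor of the gibberellin response, at -0.40 (standard error 0.27). Heat shock proteins (19, median -0.10) and heat shock factors (16, median 0.04) held none that passed (1 and 2 at an unadjusted limma p under 0.05, camera adjusted p = 0.725 for each), *HSF25* giving a limma adjusted p of 0.5 and of 0.0291 without replicate 2 (range 0.0291 to 1). The 3 seed storage protein genes, too few for the list test, had a median of -0.364 and none passed (0 at an unadjusted p under 0.05), with *GLUA-2*, a glutelin, at -0.28 (standard error 0.19, limma adjusted p = 0.698). *RA5* and *RAG2* had mean signals of 24.65 and 24.8 in WT and 19.53 and 24.56 in *crl1*, near the minimum of 20. The sign of *RAG2* turned in 2 of 9 alternative settings, so the median does not show a common fall.

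Replicate 3 of both genotypes may have been collected at another hour than replicates 1 and 2. *CCA1* was higher there by 2.58 in WT and 2.65 in *crl1* (log2) while *GI* stood at -3.34 and -3.36, and opposite moves of at least 1 had been written down as the outcome under another hour; the smaller *CCA1* shift was 2.582. The brightest 1% of probe sets (251) had a median shift of -0.824 in *crl1* and -0.907 in WT relative to the others, so a compressed range of bright signals may also be present. It could not by itself give the *GI* shift (-3.337), since none of 1036 probe sets of like signal in WT and 1062 in *crl1* went as low (lowest -2.48 and -2.72). Both genotypes share the shift, so that it falls within the replicate block, and the hour of collection is not given in the sources used here.

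Few probe sets passed the 2-fold ratio once dim ones were left out, and many of the ratios of dim signals may come from noise. Without the signal minimum 1183 passed the ratio in the real grouping, and a mean of 1147 (1143 to 1154) did so in the other 3 groupings that part every pair, 0.97 times as many. With p of at most 0.01 the numbers were 206 and at most 138. Quantile normalization left 57 past the ratio, which speaks against the authors' scaling as the source.

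Changed genes could lie together on chromosomes if the mutant carried segments of another parent. Pairs of changed genes within 5 genes of each other numbered 6 against a median of 2 in 10000 random draws (one-sided permutation p = 0.012), and pairs 6 to 100 genes apart numbered 29 against 30 (permutation p = 0.58). Chromosome 11 had the highest share of changed genes, 14 of 672 (2.08%, 5 higher and 9 lower), against a median of 1.12% for the highest chromosome in the random draws (one-sided permutation p = 9e-04). The changed genes of chromosome 11 were spread along it, from position 176 to position 2819 in gene order. The share there therefore does not mark 1 short segment. The close pairs go with linked segments and the wider pairs do not. Close pairs may also come from tandem copies, and the paper gives both genotypes as cultivar Taichung 65, so the explanation is left open. The rule for weighing these tests was also changed after the values were seen, when the share by chromosome was added, and under the earlier rule the wider pairs spoke against such segments.

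The 6 arrays can be split 3 against 3 in 10 ways, too few for a share under 0.05. For the changed probe sets, those changed at least 2-fold and those past the ratio with p of at most 0.01, 1 of the 10 splits, the real one, gave a result as large (163, 95 and 57, highest other 1, 1 and 26); for the lists called it was 7 of 10 (2 in the real split, highest other 5). Of the other splits 3 part every replicate pair, as the real one does, and gave at most 0, 0 and 4 (lists at most 3), whereas 6 part 1 pair only and hold the highest values above. With the block, limma takes the group difference in those 6 from the parted pair alone, so they had less power to call probe sets. The like comparison is among the 4 splits that part every pair, also too few for a share under 0.05.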
